A study of Gallus gallus with 3 samples.

How the data were processed

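Total RNA of 3 DT40 cell lines was labelled with Cy3 and hybridised to Agilent chicken expression arrays, with 1 array for each of the groups wild type, DKO with full-length H2A.Z1 and DKO with H2A.Z1ΔC. Groups were taken from the sample labels. Per the labels' protocols, RNA was prepared with a kit for blood that includes lysis of red cells and removal of globin transcripts, although the cells are a cultured line, and the labelling used a low-input amplification kit. The series states that each sample was examined in a single experiment.

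Per the file headers, spots were read with Agilent Feature Extraction 11.5.1.1 and the processed signal is a linear-scale intensity from which background was subtracted and spatial trends were removed within each array, with no scaling between arrays. The deposited median signal and local background are intensity values before that correction. The array's annotation was built on the assembly galGal3, per the file headers. The deposited series matrix gives a second intensity per spot on a linear scale, and how it was made is not stated in the labels. Set against the scanner files by spot number, its wild-type and truncated columns equalled the processed signal times one factor per array, 1.07 and 1.53. Its full-length column was no multiple of any signal column examined in that sample's scanner file. It was used as an alternative and as a further profile, and its source array is unknown. Every per-sample column was mapped by its label (0 columns left unused).

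Control spots and spots with an outlier or manual flag on any array were left out, which removed 7 of 43603 probes. No spot was saturated (0 spots). The main values were log2 of the processed signal minus the array's 75th percentile over non-control spots, averaged over the 5 spots of probes printed repeatedly. A probe entered a comparison when well above background on both arrays, and was called changed at a log2 difference of 1 or more. An array stood apart in a probe when it differed by 1 or more in one direction from both others while those differed by less than 1. A probe not well above background on one array has only a bound there: the fold is the bright array's value over the higher of the dim probe's own value and the lowest signal among probes well above background on that array, both after scaling. Such folds are written as at least so many fold.

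The scanner files hold accessions and no gene names. RefSeq accessions without versions were matched to a table of RefSeq genes of assembly GRCg7b, which named 11934 probes (27.4%) for 5382 genes, of which 4194 were measured on all arrays. The other probes were counted but not named. Since that assembly differs from the array's, the table was used only for names and gene order, and no coordinates are given. Gene values are means over a gene's probes.

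Named genes were chosen by a rule fixed before the data were examined, as were the groups, the gene lists and the alternatives not marked otherwise. For each comparison and direction these were the 5 genes with the largest difference among probes with a symbol, well above background and unsaturated on both arrays, unflagged, and changed by 1 or more in the same direction with normexp and quantile normalization, with median scaling and with the matrix values, using the probe of highest mean signal per gene. H2AFZ was reported apart. The 3 genes with the largest bound were added per comparison and direction. Some genes that met these rules are not reported here.

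With 1 array per group no test between groups was possible, no replicate could be left out, and slide or scan could not be fitted as a block. Differences were set beside the spread of repeated spots and of different probes of one gene. A list's median was given its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression. The list's own genes were not left out of these draws. The correlation that unchanged groups sharing an array would give was simulated 200 times.

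Alternatives were normexp background correction (offset 50) with quantile normalization or with the 75th percentile, scaling by the median, quantile normalization and cyclic loess of the processed signal, the matrix values, no background filter with values floored at the lowest signal well above background, probes brighter than the median, removal of saturated spots, genes in place of probes, thresholds of 1.5 log2 and 1.5-fold, the brightest probe per gene, and removal of a smooth surface over the slide (polynomial of degree 5). The plan named the mean signal for normexp. The files give the median signal, which was used in its place. A count was called the same within a factor of 1.5, a correlation within 0.1, a list's median within 0.5 times the width of the 95% range of its random lists, a single probe's difference within the spread between probes of one gene, and other spreads within that of repeated spots.

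Stretches of neighbouring genes were sought by circular binary segmentation of each difference on chromosomes with at least 20 measured genes (4159 of 4194 genes). Values were clipped, the threshold was the highest statistic in 100 random gene orders, and stretches of at least 8 genes with a median shift of 0.2 or more were kept. Medians over windows of 20 neighbouring genes were set against 1000 random gene orders. These steps were chosen after a first look at the differences, except the windows. Adjacent spots were the 6 nearest on the slide, of other probes and well above background on all arrays, and the spots around the lowest window were set against those around 10000 random sets of 20 genes. On simulated arrays with 200 changed probes among 29010, 95% of probes shifted by 1.5 and 100% of probes shifted by 2 were recovered. There were 8 and 1 false calls. The simulated differences had normal noise with the robust standard deviation of full-length against wild type, 0.267. Truncated against wild type, at 0.413, was not simulated at its own spread, so its false calls are not bounded by these values. For truncated against full-length over 4000 probes' values, 7 of 100 unchanged lists of 20 genes fell outside the 95% range and 91 of 100 lists shifted by 0.3 lay above it. These lists were drawn at random, so lists of genes that move together were not covered. For full-length against wild type over 4080 values in random order, 20 of 20 planted blocks of 40 genes shifted by -0.5 were found, with 0 false stretches. The threshold also comes from random orders, so few false stretches were nearly fixed in advance. False stretches from real neighbours that are expressed together were not covered.

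Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Figures were drawn with matplotlib 3.10.9.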

Results

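Gene expression was measured in chicken DT40 cells, a B-cell lymphoma line in which genes are readily replaced by homologous recombination. H2A.Z is a variant of histone H2A that replaces it in part of the nucleosomes. The series held 3 cell lines: wild-type DT40, H2A.Z double-knockout (DKO) cells carrying full-length H2A.Z1, and DKO cells carrying H2A.Z1 that lacks its C-terminus (H2A.Z1ΔC). Each line was hybridised once to a single-colour (Cy3) Agilent chicken expression array, so 1 array stood for each group. No difference reported here therefore has a replicate check, and the number of arrays limits the precision of every value. No p-values are given.

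The wild-type and full-length arrays lay on slide 1 and were read in scan 1. The truncated array lay on slide 2 and was read in scan 2, so slide and group could not be told apart in any comparison with the truncated array. Of 43596 probes without a flagged spot, 30400 (69.7%) were well above background on the wild-type array, 29944 (68.7%) on the full-length array and 31672 (72.6%) on the truncated array. The 75th percentile of the processed signal was 1455 on the wild-type array, 1558 on the full-length array and 1039 on the truncated array. A total of 29010 probes were well above background on all 3 arrays. Probes spotted 5 times gave a standard deviation of log2 signal between spots of 0.0794 on the wild-type array, 0.0702 on the full-length array and 0.0746 on the truncated array (41 probes). This spread covers spotting and scanning and leaves out culture, RNA preparation, labelling and hybridisation. Over the probes brighter than the median it was 0.0645, 0.0581 and 0.0613 on the same arrays (31 probes).

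A second set of values existed for each sample, the processed values in the series matrix. For the wild-type and truncated samples these were the scanner's processed signal multiplied by 1.07 and by 1.53. For the full-length sample they were no multiple of its scanner signal: the robust standard deviation of the log2 ratio was 0.322 over 29010 probes, whereas the other 2 samples differed from a single factor only by rounding. The main values below come from the scanner files, and comparisons that involve the full-length sample are given with both sets.

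The targeted gene was examined first. H2AFZ, the gene of H2A.Z1, had 2 probes. On the wild-type array their log2 signal above the array's 75th percentile was 5.87 for probe 1 and 6.17 for probe 2. Both were lower on the full-length array, with log2 differences from wild type of -5.06 and -6.48, that is 33.4-fold and 89.2-fold lower. On the truncated array they differed from wild type by -6.08 and -7.02, or 67.6-fold and 129-fold lower. Between the DKO lines, the truncated array was lower than the full-length array by 2.03-fold at probe 1 and 1.45-fold at probe 2. All of these signals were well above background. The matrix values of the full-length sample moved these results most, to -5.53 and -6.81 against wild type. Whether either probe detects the introduced H2A.Z1 was not known, so the remaining signal cannot be assigned to the endogenous gene or the transgene. No named probe matched the second H2A.Z gene (0 probes), but only 27.4% of probes could be named, so whether an unnamed probe detects it is not known. It is not analysed here.

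**Figure D1:**
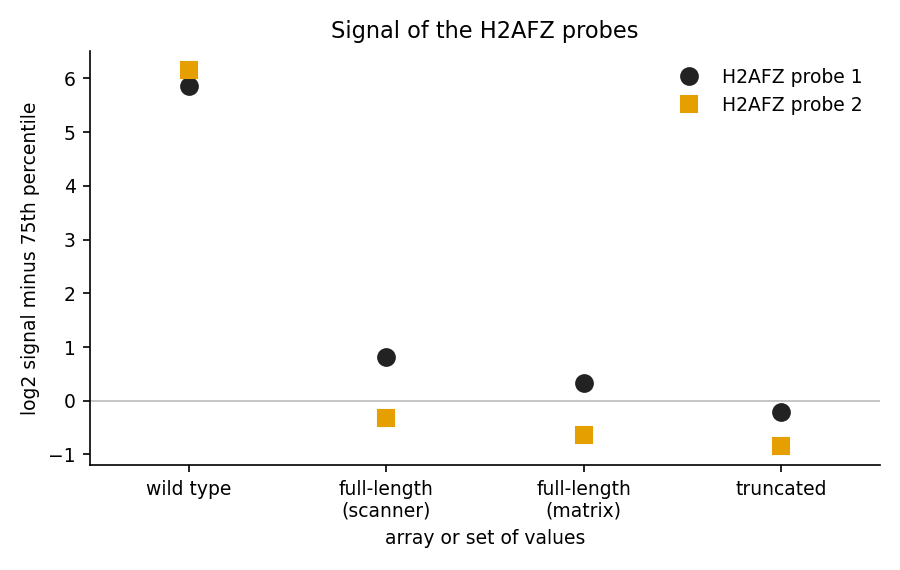
Log2 processed signal of the 2 H2AFZ probes minus each array's 75th percentile (vertical axis) on the wild-type array, in both sets of full-length values and on the truncated array (horizontal axis), with 1 point per probe and no error bars because each group had 1 array. Both probes were at 5.87 or higher in wild type and at 0.81 or lower in the DKO values.

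The comparison of DKO cells carrying full-length H2A.Z1 with wild type asks how far the introduced protein leaves the expression profile as it was. Of 29230 probes well above background on both arrays, 418 were higher by 1 or more on the log2 scale and 655 were lower, together 1073 (3.67%). Of settings that kept all these probes the threshold moved this count most, with 3259 probes at 1.5-fold. Background correction by normexp with quantile normalization gave 447. The share of changed probes that were higher was 39.0%. It was 42.2% with median scaling and 46.5% with quantile normalization, the highest share, and 35.2% with genes in place of probes, the lowest. The median absolute difference was 0.178 and the robust standard deviation 0.267, above the standard deviation of 0.0646 that repeated spots gave for the same difference. With the matrix values of the full-length sample, 879 probes were higher and 1214 lower over the same probes. The probes changed with both sets numbered 287 of the 418 higher (68.7%) and 419 of the 655 lower (64.0%).

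By the rule fixed before the data were examined, 30 genes were eligible among those higher in full-length than in wild-type cells and 35 among those lower. The 5 largest rises were log2 differences of 6.46 for TST, 5.02 for RGS20, 4.65 for MAPK11, 4.55 for LITAF and 3.68 for FAM26E. The 5 largest falls were log2 differences of -5.48 for OAF, -4.95 for LOC420160, -4.21 for ELL2, -3.80 for LMX1B and -3.71 for ANO3. Across the scaling alternatives the smallest of these values were 2.44, for FAM26E, and -1.60, for ELL2, both with the matrix values. The other probes of RGS20 rose by 4.93 and 5.15, and the other probe of LITAF by 4.78. The other probes of FAM26E rose by 1.42 to 3.55, and the other probe of LMX1B fell by 2.07. Of genes with a probe not well above background on the wild-type array, MPST was at least 229-fold higher in full-length cells, MAL2 at least 44.1-fold and NAV3 at least 31.2-fold. Another probe of NAV3 was well above background on the wild-type array, so the bound holds for one of its probes only. MPST lies next to TST in the gene order and both encode sulfurtransferases of similar sequence, and whether their probes tell them apart is not known. Of genes with a probe not well above background on the full-length array, CDH2 was at least 20.7-fold lower than in wild type and MBL2 at least 13.4-fold. For the NAV3 probe with this bound the matrix log2 level was -6.69 against -2.18 on the scanner array.

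The comparison of truncated with full-length H2A.Z1 in the DKO asks what loss of the C-terminus changes. It also spans 2 slides. Of 29498 probes, 1076 were higher and 494 lower on the truncated array, together 1570 (5.32%). The 1.5-fold threshold again moved the count most, to 4849, and normexp with quantile normalization gave 649. The share of changed probes that were higher depended on the scaling. It was 68.5% in the main setting, 58.0% with median scaling, 55.5% with quantile normalization and 79.6% with normexp and the 75th percentile. The last setting also put the median over all probes at 0.126. The robust standard deviation of the differences was 0.360, against 0.0739 from repeated spots. With the matrix values of the full-length sample, 843 probes were higher and 384 lower on the truncated array. Only 403 of the 1076 higher probes (37.5%) and 122 of the 494 lower probes (24.7%) were changed with both sets. Of the scanner-based changes, 47 higher and 75 lower probes had no difference in that direction with the matrix values.

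Among genes higher in truncated than in full-length cells 28 were eligible, and 18 among those lower. The largest rises were log2 differences of 4.34 for MTSS1, 3.70 for ALCAM, 3.38 for FOXD1, 3.21 for WNT9A and 3.20 for SDC4. Among the largest falls were log2 differences of -3.71 for FAM26E, -3.35 for GLTP, -2.45 for TLR1A and -2.42 for CD3E. The smallest values across the scaling alternatives were 1.99, for ALCAM, and -1.10, for TLR1A. The other probe of FOXD1 differed by 0.29 only, and that of TLR1A by -0.49, so the probes of these genes disagreed in size. MTSS1 lies in a stretch of neighbouring genes that shifted together between wild-type and full-length cells (EIF3E to PUF60). In truncated against full-length cells that stretch had a median of only 0.04, so it does not account for the rise of MTSS1. Of genes well above background on one array of the pair, MYOZ2 was at least 25.6-fold higher on the truncated array, a second probe of ALCAM at least 13.9-fold and APP at least 12.9-fold. NAV3, by its probe that was also well above background in wild type, was at least 66.8-fold lower on the truncated array. COL20A1 was at least 14.8-fold lower and FN1 at least 10.8-fold. The matrix values of the full-length sample put FN1 at -8.05, NAV3 at -5.54 and COL20A1 at -7.80 on the log2 scale, against scanner values of -4.16, -1.17 and -3.71, so falls of this size were not seen with them. Nor was the rise of APP, whose matrix log2 level was -4.14 against -3.60 on the truncated array. MYOZ2 stood at -7.20 and the second probe of ALCAM at -6.43 in the matrix values, against -2.61 and -3.49 on the truncated array.

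The comparison of truncated H2A.Z1 with wild type gives the joint difference. Of 29592 probes, 1141 were higher and 1113 lower, together 2254 (7.62%). The count was 6305 at the 1.5-fold threshold and 1098 with normexp and quantile normalization. The higher share was 50.6%. It was 45.0% with median scaling, 47.0% with quantile normalization, 43.4% over probes brighter than the median and 61.0% with normexp and the 75th percentile, a setting whose median over all probes was 0.110. The robust standard deviation was 0.413. The largest rises among 115 eligible genes were log2 differences of 6.10 for RGS20, 5.77 for TST, 5.70 for FABP5, 5.37 for MAPK11 and 5.21 for ANXA5. The largest falls among 125 eligible genes were log2 differences of -5.32 for RNP, -4.24 for LMX1B, -4.23 for IL11RA, -4.12 for GLTP and -3.72 for FST. Across the scaling alternatives the smallest values were 3.99, for MAPK11, and -1.94, for LMX1B. The other probe of IL11RA rose by 0.12, so its probes disagreed in direction. RGS20, TST and MAPK11 were thus among the largest rises against wild type in both DKO lines, and LMX1B among the largest falls. Both comparisons use the same wild-type array, so this recurrence is not independent. FABP5 had a log2 level of -1.80 on the full-length array and -8.02 in the matrix values of that sample. MPST was at least 184-fold higher than in wild type, FOXD1 at least 119-fold by one of its probes and MAL2 at least 69.5-fold. COL20A1 was at least 131-fold lower, CDH2 at least 25.6-fold and a second probe of LMX1B at least 13.7-fold. Another probe of LMX1B differed from wild type by a log2 difference of -1.73 only, so the probes of this gene disagreed in size.

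**Figure D2:**
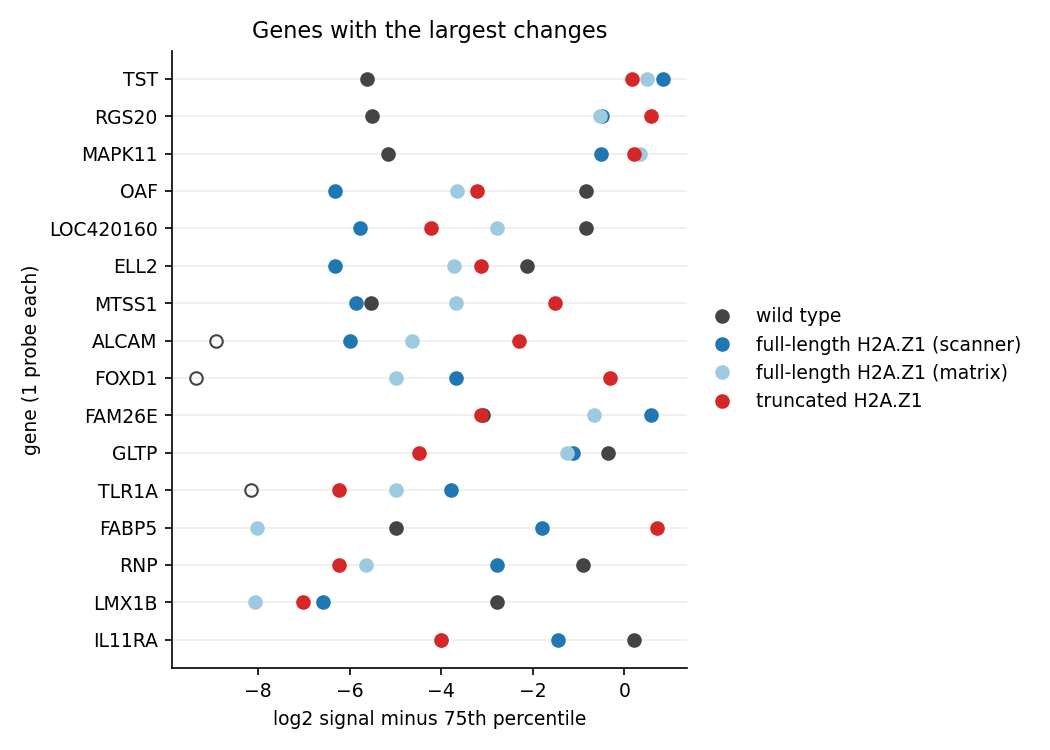
Log2 processed signal minus each array's 75th percentile (horizontal axis) of the probe chosen for each of the 3 genes with the largest change per comparison and direction (vertical axis) on the wild-type, full-length and truncated arrays and in the matrix values of the full-length sample, with 1 point per array, open where the probe was not well above background on that scanner array. Points can cover one another. TST stood at -5.61 in wild type and at 0.16 or higher in the DKO values, whereas FABP5 differed between the full-length sets, at -1.80 and -8.02.

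**Figure D3:**
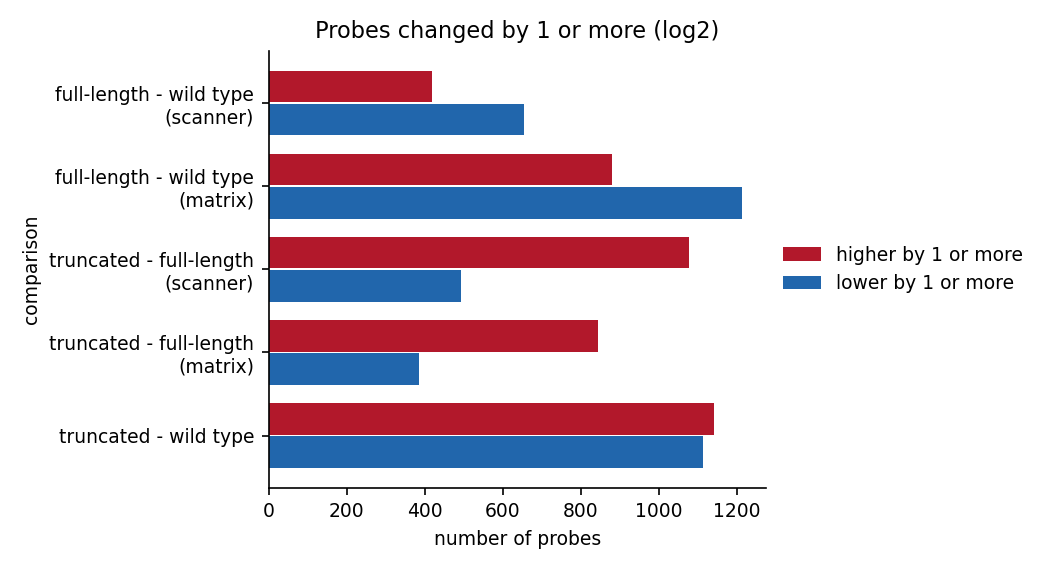
Number of probes (horizontal axis) higher or lower by 1 or more on the log2 scale in each comparison (vertical axis), from the scanner values and, where the full-length sample enters, from its matrix values. Full-length against wild type gave 418 higher and 655 lower probes with the scanner values, and 879 and 1214 with the matrix values.

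Because the 3 comparisons share arrays, each array was also set against the other 2 in turn over 29010 probes. The truncated array differed by 1 or more from both others, which differed by less than 1 from each other, in 733 probes (2.53%), 489 higher and 244 lower. The wild-type array stood apart in 433 probes (1.49%), 247 higher and 186 lower, and the full-length array in 210 (0.724%), 57 higher and 153 lower. The higher share of the truncated array's probes was 66.7%, but 54.1% with quantile normalization and 80.1% with normexp and the 75th percentile. With the matrix values the order changed: the wild-type array stood apart in 955 probes, the full-length values in 340 and the truncated array in 291. Of the 733 probes of the truncated array, 247 (33.7%) also differed by 1 or more, in the same direction, from the matrix values of the full-length sample. The same held for 353 of the 433 probes of the wild-type array (81.5%). By robust standard deviation, the scanner array of the full-length sample lay nearer to wild type (0.267) than to the truncated array (0.360). The matrix values of that sample lay farther from wild type (0.380) than from the truncated array (0.313). Normexp with quantile normalization lowered the scanner-based spreads to 0.191, 0.258 and 0.301 and kept their order.

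Differences from wild type in full-length and in truncated cells correlated across probes with Pearson r of 0.600 (Spearman rho 0.505), where unchanged groups sharing the wild-type array gave a simulated r of 0.50. The pair that shares the full-length array gave r of -0.170 (rho -0.146, simulated -0.50), and the pair that shares the truncated array 0.686 (rho 0.701, simulated 0.50). These 3 values follow from the spreads of the 3 comparisons, since the third comparison is the sum of the first and the second, and probes are not independent replicates. With the matrix values the first correlation was 0.740 and the last 0.450.

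For 2729 genes with a pair of probes well above background on all arrays, the difference between the probes' values had a standard deviation of 0.220 in full-length against wild type, 0.306 in truncated against full-length and 0.363 in truncated against wild type. Over probes brighter than the median, the alternative that lowered them most, these were 0.118, 0.229 and 0.250. Where the brighter probe changed by 1 or more, the other probe moved in the same direction for 59 of 59 genes, 90 of 94 genes and 155 of 161 genes in the same order. The other probe also changed by 1 or more for 78.0%, 73.4% and 67.7% of these genes.

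Of 9 gene lists fixed before the data were examined, 8 had 5 or more measured genes, and their medians were set among 10000 random lists matched on mean expression. Outside the central 95% of random lists fell 10 of the 24 list medians, 6 above and 4 below. Random lists take no account of genes that move together, so the percentiles of lists with such genes can be too extreme. The 23 cell cycle genes had a median log2 difference of -0.19 in truncated against full-length cells (percentile 0.28, 5 genes higher) and -0.17 against wild type (percentile 1.2). With the matrix values the first was -0.12 (percentile 0.91). The 20 B-cell genes had a median of -0.22 in truncated against full-length cells (percentile 0.2, 5 genes higher), which was -0.05 with the matrix values (percentile 15.4). Against wild type their median was -0.21 in truncated cells (percentile 0.83) and 0.09 in full-length cells (percentile 97.6), the latter turning to -0.05 with the matrix values (percentile 25.7). The 7 replication-dependent histone genes had medians of 0.06 in full-length cells against wild type (percentile 98.3, 4 genes higher), 0.31 in truncated against full-length cells (percentile 99.2) and 0.36 in truncated cells against wild type (percentile 99.985). All 7 were higher in the last 2 comparisons. The first median was 0.12 with the matrix values, within the random range (percentile 78.8), and the second 0.23 (percentile 99.96). With normexp and quantile normalization the second median was lower, at 0.14, and the last was 0.25. Histone genes have near-identical copies whose transcripts can share probes, so single members are uncertain. The 7 genes may thus not be separate measurements, and random lists of unrelated genes make no allowance for this. The 45 ribosomal protein genes had a median of 0.23 in truncated against full-length cells (percentile 99.95) and 0.12 against wild type (percentile 98.4). The 95% ranges of their random lists were not centred on 0, at 0.068 to 0.181 and -0.012 to 0.117. Random lists could draw the ribosomal genes themselves, which pulls such ranges towards the list by an amount not measured. Both medians changed sign with normexp and quantile normalization, to -0.042 and -0.032. The first was also -0.0066 with the matrix values (percentile 20.7). In full-length cells against wild type their median was -0.09 (percentile 17.3), within random lists that also lay below 0 (95% range -0.105 to -0.047). It turned to 0.14 with the matrix values, above the random range (percentile 99.6), and to 0.0042 with cyclic loess.

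The other lists stayed within the range of random lists in all comparisons. For full-length against wild type, truncated against full-length and truncated against wild type in turn, the 8 genes of H2A.Z deposition, removal and exchange had medians of -0.0027, -0.01 and -0.11. The 21 genes of homologous recombination and crosslink repair had medians of 0.01, -0.12 and -0.02. The 10 interferon response genes had medians of -0.07, 0.30 and 0.07, and the mean of the last was negative (-0.23). The 15 hypoxia and glycolysis genes had medians of -0.08, 0.06 and 0.04. Of the globins 3 were measured, and values only are given: log2 differences from wild type on the full-length array were -1.43 for HBA1, -0.11 for HBAD and -0.71 for HBBA, and on the truncated array -1.23, -0.11 and -0.53.

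Differences were also followed along the order of 4159 genes on their chromosomes. Between full-length and wild-type cells 3 stretches of neighbouring genes were lower together. The longest ran from FTO to CHST6 and held 85 genes, of which 81 were lower, with a median difference of -0.52. The other 49 genes of that chromosome had a median of -0.02. Over the same genes the truncated array was lower than wild type by a median of -0.53 and the matrix values of the full-length sample by -0.55, while truncated and full-length cells differed by 0.02. A stretch from EIF3E to PUF60 (30 genes) had medians of -0.42, -0.38 and -0.41 against wild type in the same 3 sets of values. The third stretch, MRPL33 to OPRM1 (55 genes), had a median of -0.51 on the full-length array but -0.10 on the truncated array and -0.05 in the matrix values. Its start was an exception: the stretch from MRPL33 to POLR1C (10 genes), found in matrix full-length values against wild type, had medians of -0.58 on the full-length array, -0.61 on the truncated array and -0.69 in the matrix values, with all 10 genes lower in each. In truncated against full-length cells 1 stretch was found, from FAM98A to EZR (46 genes), with a median of 0.50. Its medians against wild type were -0.49 on the full-length array, -0.0032 on the truncated array and 0.09 in the matrix values. No stretch was found between the truncated array and the matrix values of the full-length sample (0). The stretches found between any pair of profiles, including those with slightly different ends, together held 176 genes, 4.20% of the 4194 measured. They made up 8.75% of the 80 genes lower by 1 or more in full-length than in wild-type cells and 13.3% of the 143 lower in truncated cells, leaving 73 and 124 such genes outside. At the 1.5-fold threshold they made up 22.8% of the 246 lower genes in full-length cells and 16.5% of the 375 in truncated cells.

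**Figure D4:**
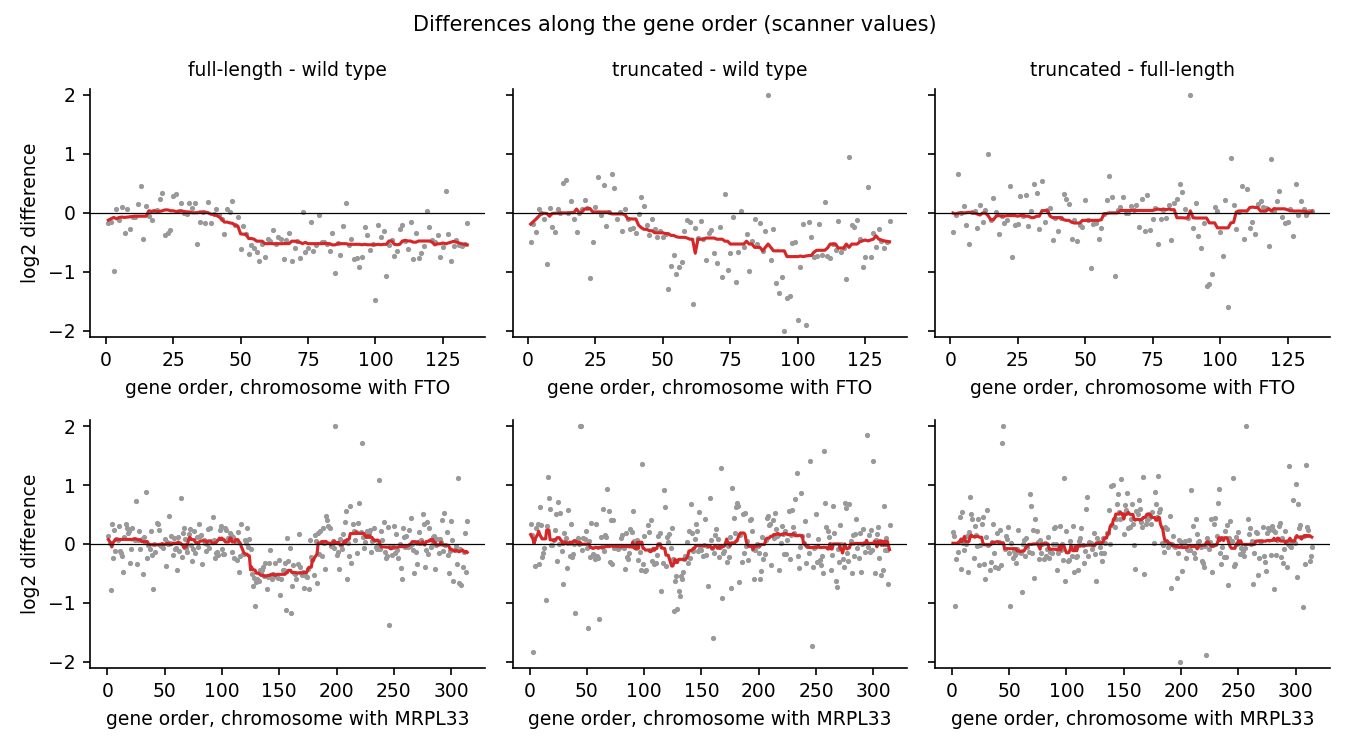
Log2 differences of single genes (vertical axis, grey points, drawn at 2 or -2 where they lie beyond) against gene order (horizontal axis) on the chromosome that holds FTO (top row) and the one that holds MRPL33 (bottom row) for the 3 comparisons of scanner values, with a running median over 21 genes in red. In the top row the last 85 genes, FTO to CHST6, were lower than wild type in both DKO lines (medians -0.52 and -0.53), and in the bottom row the stretch from FAM98A to EZR was lower on the full-length array (median -0.49) and not on the truncated array (median -0.0032).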

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

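The test of spot deviations was planned before its result was seen, while the tests of scaling and of a wrong wild-type label were chosen after the difference had been seen. The result flagged here lies in values outside the main measurement. In the series matrix, the values listed under the full-length H2A.Z1 sample differed from that sample's scanner file by 1 or more on the log2 scale in 1057 of 29010 probes, 537 higher and 520 lower, after each set was scaled to its own 75th percentile. The columns of the other 2 samples had 0 such probes.

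Another scaling of the same scanner values is argued against by the robust standard deviation of the log2 ratio, 0.322, where a single factor gives 0, and by a Spearman rho of 0.977 where any order-preserving scaling gives 1. A rescan or another extraction of the same hybridised array is argued against by the deviations of single spots from their probe's mean. Those deviations correlated at 0.278 between the matrix values and the sample's scanner file, no more than with the truncated array (0.303) and about as with the wild-type array (0.249), over 199 spots. Between the scanner arrays themselves the same correlation was 0.481 to 0.634. RNA of wild-type cells under the wrong name is argued against by H2AFZ, whose probes stood at -5.53 and -6.81 relative to wild type in the matrix values.

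What stays open is that the matrix column holds a further hybridisation of DKO cells. These may be other cells of the full-length line, another clone of it, or another DKO line under this name. The robust standard deviation of 0.322 between the 2 sets is as large as distances between groups (0.267 to 0.413), so the choice of values for this sample bears on each comparison that includes it. Which set belongs to the sample cannot be settled from these values, and no biological explanation was tested.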

How the results depend on the processing

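The alternatives were planned before the data were examined, except cyclic loess for counts of probes, the use of both full-length sets together, leaving out stretches of neighbouring genes and the pairs of differences that share no array. No paired analysis was possible because each group had 1 array. For the same reason no replicate was left out and no slide or scan block was fitted. H2AFZ had no value over probes brighter than the median by plan. The cause of a change was not tested except where named.

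Kept within tolerance were all counts of changed and apart probes with median scaling, quantile normalization, cyclic loess and removal of saturated spots, the last by construction, since no spot was saturated. Removing a trend over the slide changed almost nothing, with 431, 208 and 727 probes standing apart, and so says little about stability. In the following, 3 values are for full-length against wild type, truncated against full-length and truncated against wild type, or for probes in which the wild-type, full-length and truncated array stood apart.

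Changed probes numbered 447, 649 and 1098 with normexp and quantile normalization, and probes standing apart 211, 68 and 352. With normexp and the 75th percentile they numbered 487, 765 and 1121, and 211, 82 and 396 stood apart. The offset of 50 pulls dim probes together. Over probes brighter than the median 208, 275 and 519 were changed and 102, 40 and 143 stood apart, with fewer probes by construction. Genes in place of probes gave 142, 197 and 295 changed, and 56, 27 and 96 apart, again with fewer units. At 1.5 log2 these were 444, 610 and 928, and 184, 87 and 300. At 1.5-fold they were 3259, 4849 and 6305, and 1275, 626 and 2242. Without the background filter 1672 probes were changed in full-length against wild type, and 814 and 333 stood apart for the wild-type and full-length arrays. Truncated against wild type had the most changed probes and full-length against wild type the fewest under each of these settings. With the matrix values truncated against full-length had the fewest, 1227.

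The matrix values, whose full-length column is another set of measurements, gave 2093 changed probes in full-length against wild type, and 955, 340 and 291 standing apart. The spread of full-length against wild type rose to 0.380 and the spread between probes of one gene to 0.391 in that comparison. The correlations became 0.740 for the pair sharing the wild-type array and 0.450 for the pair sharing the truncated array. H2AFZ probe 1 stood at -5.53 and probe 2 at -6.81 against wild type, and truncated against full-length at -0.55 and -0.21. The B-cell list reversed to -0.047 in full-length against wild type and was -0.045 in truncated against full-length, where the ribosomal list reversed to -0.0066. Full-length against wild type became -0.052 for the cell cycle, 0.26 for the interferon list and 0.14 for the ribosomal list, and truncated against full-length -0.10 for the interferon list.

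With normexp and quantile normalization the spreads were 0.191, 0.258 and 0.301. The ribosomal list became -0.0049 and reversed to -0.042 and -0.032, and the histone list was 0.16 in full-length against wild type. The ribosomal list was -0.058 and 0.14 in the first 2 comparisons with median scaling, and 0.0042 and 0.11 with cyclic loess. Median scaling shifts every gene by the same constant, here 0.033 and -0.094. It therefore cannot change a list's place among random lists. With the brightest probe per gene, truncated against wild type was -0.32 for the cell cycle and 0.18 for the ribosomal list. Spreads between probes of one gene were 0.118, 0.229 and 0.250 over probes brighter than the median. Of 141 list medians under alternatives, 124 kept within tolerance. These include the matrix medians of truncated against wild type, which repeat the main ones by construction.

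Of the named genes' 120 values under alternatives, 73 were within tolerance and 47 moved. Their direction says nothing about stability, since the rule that chose them required it under 3 of the 4 alternatives, and the matrix values repeat the main ones by construction in truncated against wild type. Of the moved values 29 came from normexp with quantile normalization and 18 from the matrix values. Signal over background limits the size of such differences: some named rises began at low levels, such as TST at -5.61 on the wild-type array, where the lowest signal well above background was -7.20, while LITAF began at 0.03.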

Other observations

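Tests planned before their results were seen were those of slide position, of intensity, of dim probes, of gene windows, of probe position in those windows, of correlation outside the stretches of genes, and of the probes in which the truncated array stood apart. The tests of slide and scan, of variation between arrays or cultures, and of a batch or slide shared by 2 profiles were chosen afterwards. The tests of slide and probe position, which compare adjacent spots, were planned before their own results but after removal of a smooth trend over the slide had changed almost nothing. All were run on the data in which the patterns were seen.

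The truncated array lay farther from wild type (robust standard deviation 0.413) than the full-length scanner array (0.267). Position on the slide is argued against as the whole cause by adjacent spots, whose differences from wild type on the truncated array correlated with a Spearman rho of 0.0011 over 58272 pairs, where position would have to explain 58.1% of the variance. An intensity-dependent response of the second slide is argued against by cyclic loess, which moved the ribosomal list in truncated against full-length cells from 0.23 to 0.11 and left 0.411 against 0.262. Dim probes on the weaker array are argued against by the probes brighter than the median, at 0.341 against 0.207. Variation between arrays or cultures of one group stays open. The 2 sets of full-length values differed by 0.322, but whether both belong to that group is not known. Slide and scan cannot be told apart from the group for the truncated array. The matrix values of the full-length sample, of unknown slide, lay 0.380 from wild type, nearly as far as the truncated array. An effect of the missing C-terminus is the biological explanation the design names, and it stays open and untested.

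In the probes in which the truncated array stood apart from both others, 33.7% also differed by 1 or more from the matrix values of the full-length sample, against 81.5% for the wild-type array's own probes. Of the full-length array's own probes, 57 of 210 (27.1%) stood apart from the other 2 arrays in the matrix values as well. Variation between arrays of one group would lower the first share, but so would a matrix column from another DKO line, a matrix column from a batch shared with the truncated array, or an effect of the slide that the wild-type and full-length arrays shared, and these cannot be told apart because the source of the matrix column is unknown. The probes were chosen for the scanner arrays, so some loss is expected from selection alone, and this was not separated.

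Neighbouring genes shifted together. The lowest median over 20 neighbouring genes, CMTM3 to MAP1LC3B in truncated against wild type, was -0.77, where 1000 random gene orders reached -0.59. The same genes had -0.54 in full-length against wild type (random orders to -0.43) and -0.62 in the matrix values (random orders to -0.52). In truncated against full-length their median of -0.21 was within random orders. Probes placed next to each other on the slide are argued against, since 159 spots of other genes adjacent to this window's spots had a median of 0.028 in truncated against wild type, within the 95% range around random sets of 20 genes (-0.062 to 0.084), and no spots of different genes of the window were adjacent (0 pairs). The slide and scan of the arrays are argued against by the 170 genes in stretches found between the wild-type and full-length arrays, which shared both. A gain or loss of a chromosome segment in one cell line is a candidate explanation: the longest stretch reached the last measured gene of its chromosome, and its median of -0.52 lies near the -0.58 that 2 copies in place of 3 would give. DNA copy number is not analysed here, and regional changes of transcription remain open. If so, the DKO lines share a difference from this wild-type culture that need not involve H2A.Z.

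The stretch from FAM98A to EZR was low on the full-length scanner array alone, with a median of -0.49 against wild type, and the matrix values of the same sample lay 0.57 above the scanner values there. In matrix against scanner values 38 windows of 20 genes exceeded every random order. In truncated against full-length the highest window, 0.52, stayed within the random orders (0.59), although the segmentation found the stretch. A candidate explanation is that the 2 sets of full-length values came from cell populations that differ in this segment, which goes with the robust standard deviation of 0.322 between them. It was not tested further.

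Differences between profiles that share no array were correlated across genes. Matrix full-length minus wild type correlated with truncated minus scanner full-length at r of 0.327, and truncated minus wild type with matrix minus scanner full-length at 0.325, while scanner full-length minus wild type with truncated minus matrix full-length gave 0.0316. The stretches of neighbouring genes are argued against as the cause, since over the 4018 genes outside them the first value was 0.315. Outside them the second pairing stayed at 0.315 and the third at 0.0270. These values may come from the slide and scan that the wild-type and full-length scanner arrays are known to share, or from a slide, date or culture batch shared by the truncated array and the matrix full-length values. Both predict the same values, as does shared descent of the cells, and they were not separated. Genes are not independent replicates.

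One probe was singled out after its values were seen. Among probes well above background on the wild-type array, A_87_P008985 had the largest fall common to both DKO arrays, by -8.91 on the full-length and -9.63 on the truncated array, and by -8.94 in the matrix values. It stood at 6.63 in wild type and was well above background on all 3 arrays. Its accession matched no gene in the table used, so no gene name is given. Whether it detects a gene targeted in the DKO, such as the second H2A.Z gene, for which no named probe was found, is not known.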
